A study of Oryza sativa with 6 samples. Its data were reported in "Loss of function of chromatin remodeler OsCLSY4 leads to RdDM-mediated mis-expression of endosperm-specific genes affecting grain qualities" (2025).

How the data were processed

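The series holds 6 libraries of targeted bisulfite PCR on genomic DNA of rice (Oryza sativa, indica cultivar Pusa Basmati 1, PB1), with 1 library per group. In this assay bisulfite turns unmethylated cytosines into bases read as thymine, chosen regions are amplified and sequenced, and a cytosine that is still read as cytosine is a methylated call. The promoter assay has 4 libraries over the MITE TEs (short inverted-repeat transposable elements) in the promoter of OsCLSY3, a gene for a chromatin remodeler of RNA-directed DNA methylation (RdDM). They come from endosperm taken 20 days after anthesis, leaf, mature panicle and a library titled untreated. The panel assay has 2 libraries of endosperm at 20 days after anthesis, from the knockdown line osclsy3-kd and from WT, over 4 target sequences. These are called LINE1, CACTA, 5SrDNA and clsy3, the last being the promoter sequence under the same positions as in the promoter assay. The source of the untreated library is labelled leaf. Its title says that it was not treated, while its protocol fields carry the same bisulfite text as those of every other library. It is read here, from its title and its levels, as DNA that did not go through bisulfite conversion, and values that use it as a scale rest on that reading.

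The deposited files give, for every cytosine of both strands of each target, the count of methylated and the count of unmethylated calls, with the sequence context (CG, CHG or CHH, where H is A, C or T). Per the labels the DNA was converted with a commercial kit. The study's methods describe targeted bisulfite sequencing for another set of leaf samples, in which the amplified targets were sequenced as pairs, trimmed with cutadapt and aligned with Bismark to a reference made of the target sequences. The same steps are assumed for these libraries, whose files have the layout of a Bismark cytosine report. Versions and any removal of duplicate reads are not stated. Positions count from 1 at the start of each target sequence. No genome was used here, so the targets are not placed on chromosomes.

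From these counts the weighted methylation level of a library was computed per context, as methylated calls over all calls, at cytosines with at least 10 calls in both libraries of a comparison. Pooled calls of 2 libraries were compared with a two-sided Fisher's exact test, with Benjamini-Hochberg adjustment over the 12 tests of the promoter assay and over the 3 tests of the panel. A difference was called where the adjusted p was below 0.05 and the levels differed by at least 10 percentage points. Each cytosine was tested in the same way, with adjustment over the cytosines of its comparison. Intervals are 95% Wilson intervals. They cover counting error only, since PCR reads without molecular identifiers are not independent molecules. Every test compares the reads of 2 libraries and not the conditions, because no group has a replicate. Fisher's exact p-values too small for double precision came out as 0 and are not printed. In each comparison of the promoter assay and in the panel, the 3 cytosines with the largest absolute difference among those called are named, and every panel target is given. The rules, the comparisons and the first set of alternatives were fixed before the data were examined. The comparison of the endosperm promoter library with the panel WT library was added afterwards.

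Some cytosines stayed below 1% methylated in every library of their assay that had at least 10 calls there, the untreated library included. At clsy3, LINE1 and CACTA they lie in runs at the ends of the covered stretches, as bases built into converted-sequence primers would, and are called primer footprints here. There were 20 of them in the promoter assay and 38 in the panel. The rule is less secure at 5SrDNA, where it took 4 cytosines at low coverage, 1 of them alone inside the covered stretch and the others next to cytosines with methylated calls. It is also less secure at position 127 of clsy3, a footprint in the panel only (0 of 152 calls in osclsy3-kd and 0 of 201 in WT). In the promoter assay this position had 14 of 14 calls methylated in the untreated library and 109 of 971 in leaf. It is thus not a primer base in all reads there. The untreated library had no calls at positions 20 to 43, so it cannot show whether reads of the left segment carry one. Position 127 stayed in the middle-segment levels of the promoter assay. The runs divide the clsy3 sequence into 3 segments, with a new run wherever a gap between footprints exceeded 50 nt or another covered cytosine lay between them: left (positions 20 to 102), middle (103 to 253) and right (430 to 638). Within the right segment, the first 6 other cytosines (469 to 552) are called inner and the last 5 (606 to 624) outer.

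The alternatives were the unweighted mean over cytosines, no coverage minimum, a minimum of 100 calls, each library's own cytosines, removal of the outer 25 nt of each covered stretch (split at gaps over 200 nt), the strand with more calls, calls scaled down to at most 30 per cytosine, and a correction by the 10th percentile of the library's CHH levels. For counts of cytosines, thresholds of 5 and 20 percentage points were also tried. Removal of the primer footprints and removal of the part of the right segment after position 552, alone and together, were chosen after seeing the data. Leaving out replicates was not possible with 1 library per group.

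The per-cytosine test was tested on simulated calls drawn at the real coverages. The draws were independent and, at unshifted cytosines, had the same level in both libraries. They hold no spread between libraries and no PCR copies of a molecule, so the rates below cover counting error only. At 57 cytosines with the coverages of endosperm and leaf, 200 of 200 cytosines shifted by 30 percentage points over 20 simulations were called, with 0 calls among 940 unshifted ones. At the 162 cytosines of the panel, 187 of 200 (93.5%) were called, with 1 call among 3040 unshifted ones. The work was done with python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.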

Results

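Methylation calls were collected at the OsCLSY3 promoter in 4 libraries and at a panel of 4 targets in 2 further libraries. Each group had 1 library, so no difference below could be set against a spread between replicates. The promoter assay gave 34952 calls in endosperm, 27543 in leaf, 28150 in mature panicle and 58534 in the untreated library. In each of the 3 tissue libraries 57 cytosines had at least 10 calls, with a median coverage of 507 calls in endosperm, 484 in leaf and 555 in mature panicle. The untreated library covered 92 cytosines at that depth, with a median of 137. The panel gave 6013472 calls in osclsy3-kd and 6078391 in WT. Nearly all of them lay at LINE1 (59.1% of calls in osclsy3-kd and 48.1% in WT) and CACTA (40.8% and 51.4%). The clsy3 target had 4934 calls in osclsy3-kd and 27041 in WT, and 5SrDNA had 484 and 1801.

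The untreated library was taken as the level that DNA reads without conversion. Outside the primer footprints it was 99.8% methylated (47584 of 47676 calls at 78 cytosines, 95% Wilson interval 99.76 to 99.84%). Of these calls 43564 were forward-strand calls of the right segment. The middle segment had 300 forward-strand calls at 93.3% (89.9 to 95.6%), and no cytosine of the left segment had 10 calls. The lowest of the 78 cytosines was position 162, with 6 of 10 calls methylated. At the 14 covered footprint cytosines the untreated library was 0.0371% methylated (4 of 10783 calls). Footprint cytosines lowered the pooled levels that held them by an amount set by coverage and not by the DNA. On the forward strand an exception was position 220, with 28 of 46 calls methylated (60.9%), where leaf also read 60.9% (535 of 879 calls). The CHH level that 10% of the cytosines did not exceed was 0 in the 3 tissue libraries and in both panel libraries. As footprints made up these lowest levels, they give no measure of conversion.

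The first comparison asked whether the promoter carried less methylation in endosperm than in leaf. The weighted CG level was 56.0% in endosperm (3638 calls at 7 cytosines, 54.4 to 57.6%) and 67.9% in leaf (3055 calls, 66.2 to 69.6%). The CHG level was 8.80% in endosperm (9349 calls at 13 cytosines, 8.25 to 9.39%) and 27.9% in leaf (6226 calls, 26.8 to 29.0%). The CHH level was 12.3% in endosperm (21898 calls at 37 cytosines, 11.9 to 12.8%) and 37.3% in leaf (18134 calls, 36.6 to 38.0%). The differences of -11.9, -19.1 and -25.0 percentage points were all called, and the largest of the 3 adjusted p-values was 2.08e-23 (Fisher's exact test on the reads of the 2 libraries). The alternative that moved a difference most was removal of the primer footprints together with the part of the right segment after position 552, with -56.6 points in CHG. The CG difference was -8.53 points, under the threshold, when that part alone was left out of a pool that still held a footprint, and -14.8 points when the footprints were left out too. Of the 57 cytosines, 31 were lower in endosperm and 0 higher. At an unadjusted p below 0.05, without the threshold on the difference, 34 cytosines differed.

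The 3 cytosines with the largest differences between endosperm and leaf lay in CHH context in the left segment. At position 57 the level was 11.6% in endosperm (508 calls, 9.11 to 14.7%) and 89.7% in leaf (116 calls, 82.8 to 94.0%). The difference of -78.0 points had an adjusted p of 2.99e-60 in Fisher's exact test. Position 51 differed by -77.8 points and position 50 by -72.6 points. With the footprints removed, endosperm was lower at all 4 CHH cytosines of the left segment (9.90% against 77.6%), all 6 of the middle segment (21.9% against 55.1%) and all 15 of the right segment (23.0% against 58.8%).

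**Figure D1:**
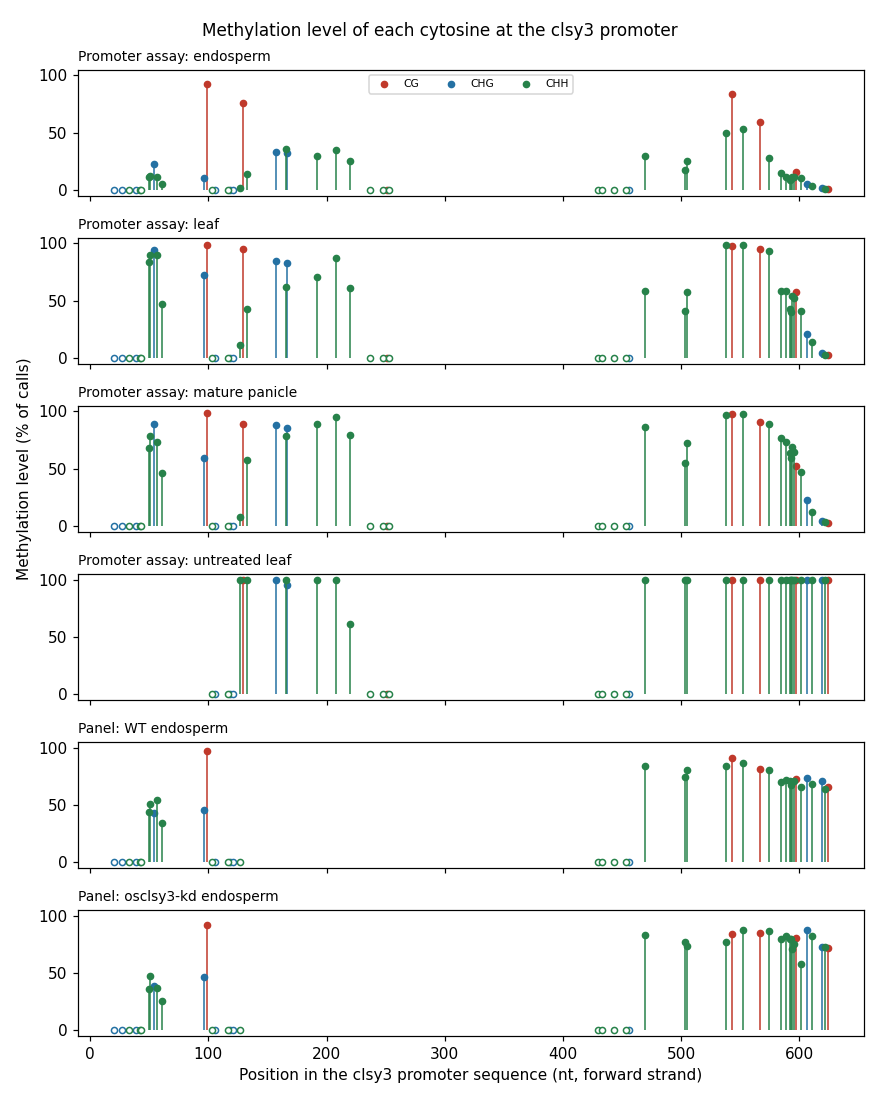
Methylation level (percent of calls) of each forward-strand cytosine with at least 10 calls against its position in the clsy3 sequence (nt), 1 library per row, with colours for CG, CHG and CHH and hollow points for primer footprints. Endosperm of the promoter assay lies below leaf and mature panicle in all 3 segments, levels in these 3 libraries fall to between 1.05 and 2.48% at position 624, and the 2 panel libraries keep 65.5% (WT) and 71.4% (osclsy3-kd) there.

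Mature panicle and leaf were compared as the other pair of tissues. The CG level was 66.4% in mature panicle (3128 calls, 64.7 to 68.0%) and differed from leaf by -1.52 points, with an adjusted p of 0.203 in Fisher's exact test. The CHG level was 26.3% (6038 calls, 25.2 to 27.5%) and differed by -1.58 points, with an adjusted p of 0.0559 in Fisher's exact test. Neither was called. Over the alternatives the adjusted p ranged from 3.73e-04 to 0.917 in CG and from 0.0444 to 0.936 in CHG (Fisher's exact tests), and no difference in these contexts reached 10 points. The CHG difference was 0.668 points without the footprints and the part of the right segment after position 552. The CHH level was 43.6% (18655 calls, 42.8 to 44.3%), a difference of 6.22 points with an adjusted p of 9.11e-34 in Fisher's exact test, under the threshold of 10 points. With the primer footprints removed it was 10.9 points and past the threshold. Of the 57 cytosines, 13 were higher and 3 lower in mature panicle, all of them CHH. Position 469 had the largest difference, with 86.8% in mature panicle (699 calls, 84.1 to 89.1%) and 58.9% in leaf (545 calls, 54.7 to 63.0%), an adjusted p of 1.28e-27 in Fisher's exact test. Position 592 differed by 20.9 points and position 593 by 19.6 points. The direction depended on the segment: with footprints removed, CHH differed from leaf by -10.9 points in the left segment (66.7% against 77.6%), and was higher in the middle (66.0% against 55.1%) and right segments (70.9% against 58.8%).

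Endosperm was also set against mature panicle. The differences were -10.4 points in CG, -17.5 in CHG and -31.2 in CHH, all called, and the largest of the 3 adjusted p-values was 2.56e-18 (Fisher's exact test). The CG difference was -7.20 points without the part of the right segment after position 552, and -12.0 points when the footprints were left out too. Again 31 of 57 cytosines were lower in endosperm and 0 higher, with 34 at an unadjusted p below 0.05. Position 54 (CHG) had 22.5% in endosperm (507 calls, 19.1 to 26.3%) and 89.1% in mature panicle (174 calls, 83.6 to 92.9%), a difference of -66.6 points. Position 51 differed by -66.3 points and position 584 by -62.5 points, both in CHH context.

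Leaf was compared with the untreated library as the tissue whose label the untreated library shares. The pooled level fell by 32.9 points in CG (66.7% against 99.6%), by 38.7 points in CHG (27.1% against 65.8%) and by 41.8 points in CHH (37.0% against 78.8%), over 44 shared cytosines. All 3 pools held footprint cytosines, and the untreated CHG and CHH levels lay far under 100% for that reason. With the footprints removed the CG difference was -16.3 points (83.7% against 99.9%). The CHG difference without footprints was -30.7 points (69.3% against 99.9%). Removing the outer 25 nt of each stretch gave 60.7 points in CHG, in a pool made up mostly of footprints in the untreated library. Of the 44 cytosines, 22 were lower in leaf and 0 higher, with 28 at an unadjusted p below 0.05. The largest differences lay at the right end: position 624 (CG) read 2.38% in leaf (168 calls, 0.930 to 5.96%) and 100% in the untreated library (965 calls, 99.6 to 100%), a difference of -97.6 points. Position 622 (CHH) differed by -97.2 points and position 619 (CHG) by -95.6 points.

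The panel WT library is a second library of endosperm at the same promoter sequence, made in the other assay. This comparison was added after the data were seen. Over 45 shared cytosines the CG level was 66.3% in the endosperm promoter library (1677 calls, 64.0 to 68.5%) and 83.1% in panel WT (3057 calls, 81.8 to 84.4%). CHG was 2.47% (7394 calls, 2.14 to 2.85%) against 20.4% (3931 calls, 19.1 to 21.6%), and CHH was 9.20% (14604 calls, 8.74 to 9.68%) against 49.4% (19904 calls, 48.7 to 50.1%). The differences of -16.8, -17.9 and -40.2 points were of the same order as those of endosperm from leaf and mature panicle, with 26 of 45 cytosines lower and 0 higher in the promoter library. In the right segment without footprints, panel WT had a CHH level of 76.0%, above leaf (58.8%) and mature panicle (70.9%). In the left segment it had 45.7%, between the endosperm promoter library (9.90%) and leaf (77.6%). The lower CHH level of endosperm than leaf thus held in the right segment with the promoter library and not with the panel library. Without the part after position 552 the CG difference was -3.66 points. The CHG difference there was -3.91 points in a pool made up mostly of footprints, while the left segment without footprints differed by -27.5 points in CHG.

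**Figure D2:**
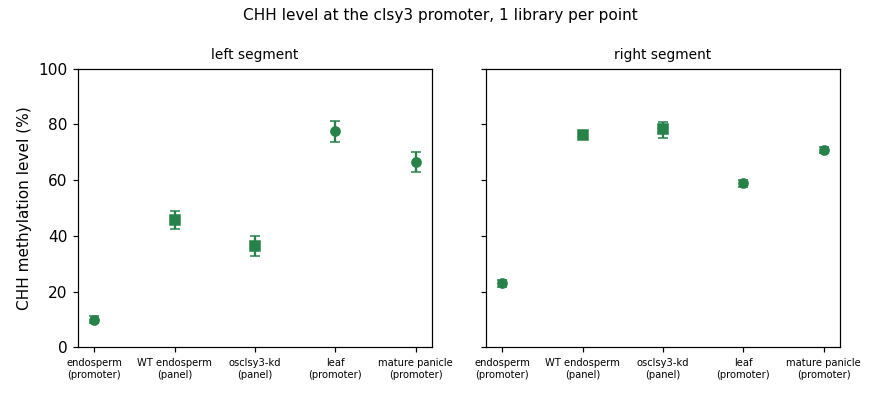
CHH methylation level (percent) in the left and right segments of the clsy3 sequence without primer footprints, 1 library per point (circles for the promoter assay, squares for the panel), with 95% Wilson intervals that cover counting error only. In the right segment endosperm reads 23.0% in the promoter assay and 76.0% in panel WT.

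The panel asked whether methylation at 4 targets changed in osclsy3-kd endosperm. Pooled over targets, osclsy3-kd differed from WT by -0.674 points in CG (95.6% against 96.3%), -2.47 in CHG (49.5% against 52.0%) and -1.44 in CHH (37.2% against 38.7%). At 1066170 to 3609812 calls per context the counting intervals did not overlap, and the largest of the 3 adjusted p-values was 2.86e-142 (Fisher's exact test), yet no difference reached 10 points. The alternative that moved a pooled level most was removal of the primer footprints, with or without the outer part of the right segment, which gave -5.39 points in CHG. The unweighted mean put the CG difference at 0.0374 points. Of 162 cytosines, 7 were lower and 1 higher in osclsy3-kd, and 75 differed at an unadjusted p below 0.05 without the threshold on the difference.

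LINE1 was lower in osclsy3-kd in all 3 contexts. CG was 94.7% against 98.7% (-4.03 points, 7 cytosines), CHG was 54.0% against 60.7% (-6.62 points, 14 cytosines) and CHH was 41.2% against 44.2% (-3.03 points, 29 cytosines). With footprints removed, 11 of 11 CHG cytosines and 24 of 24 CHH cytosines were lower, by -8.49 and -3.68 points in the pooled level. The CG difference rested on position 9778, which read 75.1% in osclsy3-kd (77340 calls, 74.7 to 75.4%) and 97.7% in WT (63616 calls, 97.5 to 97.8%), while the other 6 CG cytosines differed by -0.948 to 0.569 points. At CACTA the differences were 1.22 points in CG (96.3% against 95.1%), 0.267 in CHG (37.6% against 37.4%) and -1.83 in CHH (31.6% against 33.5%), with 22 of 27 CHH cytosines lower.

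At clsy3 the CHH level was 31.3% in osclsy3-kd (2956 calls, 29.7 to 33.0%) and 49.4% in WT (19904 calls, 48.7 to 50.1%), a difference of -18.1 points. CHG differed by -6.96 points (13.4% against 20.4%) and CG by 3.72 points (86.8% against 83.1%). The unweighted means of the same cytosines differed by 0.712 points in CHH and by 1.19 points in CHG, in the other direction. With the footprints removed the pooled CHG difference was -13.5 points (49.1% against 62.6%), past the threshold, while CHG differed by -1.34 points within the left segment and by 10.2 points within the right. By segment without footprints, CHH was 36.3% against 45.7% on the left and 78.2% against 76.0% on the right. CG was 91.8% against 97.3% on the left (-5.44 points, 1 cytosine) and 82.1% against 82.0% on the right (0.126 points). The pooled CG difference of 3.72 points lay above both, so it does not show a gain of that size within a segment. The right segment had a median CHH coverage of 50 calls in osclsy3-kd. Position 57 was called, with 36.4% (184 calls, 29.8 to 43.6%) against 53.9% (219 calls, 47.3 to 60.4%), an adjusted p of 0.00154 in Fisher's exact test.

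Every 5SrDNA cytosine that entered the comparison had 10 calls in osclsy3-kd. CHH was 35.5% (200 calls, 29.2 to 42.3%) against 30.3%, a difference of 5.20 points with an adjusted p of 0.208 in Fisher's exact test, which was not detectable at this depth. CHG (10 calls, 20.0% against 0%, where 32 WT calls allow up to 10.7%) and CG (10 calls, 100% against 93.8%) rested on 1 cytosine each. The cytosine with the largest difference of the whole panel was position 581 of this target, with 10 of 10 calls methylated in osclsy3-kd and 18 of 32 in WT (56.2%), an adjusted p of 0.0396 in Fisher's exact test. Without a coverage minimum it was no longer past the threshold.

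**Figure D3:**
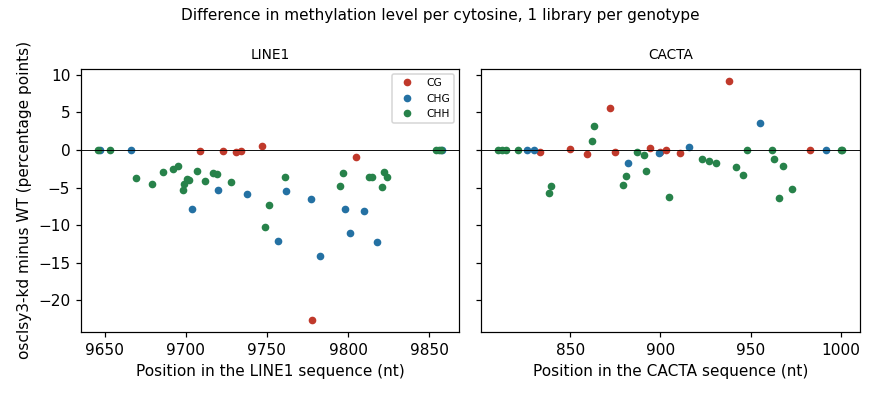
Difference in methylation level per cytosine (osclsy3-kd minus WT, percentage points) against position in the LINE1 and CACTA sequences (nt), 1 library per genotype, with colours for CG, CHG and CHH. CHG and CHH cytosines of LINE1 outside the primer footprints lie below 0, and the CG cytosine at position 9778 lies at -22.6 points.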

Values the study reported

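The study reported 27022 differentially methylated regions in osclsy3-kd endosperm from whole-genome bisulfite sequencing. It counted 1976 CG, 7930 CHG and 34070 CHH loci with gained methylation in that line. The gained CHH loci alone outnumber the 27022 regions, so the gained loci are not a part of that total.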

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

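The tests in this part were chosen after the results were seen. Under the coverage minimum, reverse-strand calls entered no comparison at the panel targets, since too few fell on any cytosine. In the alternative without a coverage minimum, some of those at clsy3 in WT entered the comparison with the endosperm promoter library. There were 103 reverse-strand calls at LINE1 in osclsy3-kd, 73 at LINE1 in WT and 149 at clsy3 in WT. All of these lie above the 3 calls that a count of 0 allows, and no untreated library of the panel was analysed here. They made up 0.00290%, 0.00249% and 0.551% of the calls at their targets. Together 320 of the 325 calls were methylated (98.5%, 95% Wilson interval 96.4 to 99.3%), well above the forward-strand levels of CHG and CHH. Molecules that were not converted would read in this way, and the level of 98.5% is consistent with them. Forward-strand reads assigned to the wrong strand would also read as methylated, because guanines do not change in conversion. The promoter tissue libraries had 95.6% methylated among 315 reverse-strand calls over the middle segment and the inner part of the right segment. Both explanations predict this. With the untreated library as the scale, these calls imply an unconverted share in leaf of 0.974% over the middle and 13.4% over the right part. In mature panicle it was 3.56% and 19.4%, and in endosperm 0.881% and 3.01%. Only in endosperm did the counting intervals overlap, so the other libraries gave no single share. The bound for leaf given below uses the right part. The 2 explanations cannot be told apart without the reads. No biological explanation was tested.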

How the results depend on the processing

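Of the level comparisons between libraries under the alternatives, 183 kept their direction and their side of the threshold, 7 reversed, 6 weakened and 2 strengthened. Of the counts of cytosines, 109 stayed within 1.5 times and 23 moved. The correction by the CHH floor moved almost nothing, because the floors were 0 apart from 0.0840% in the untreated library, so it says nothing about stability. The same holds for the strand with more calls, which left every level comparison as it was. Each library's own cytosines also changed no level difference among the tissue libraries of the promoter assay. These unchanged values are counted among those that kept their direction. The CHH differences of endosperm from leaf ranged from -38.6 to -22.3 points and those from mature panicle from -49.4 to -27.3 points over all alternatives, with the CHG differences from -56.6 to -19.0 and from -57.2 to -17.5 points.

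Removing the outer 25 nt of each stretch reversed the CHG difference of leaf from the untreated library (60.7 points), as did removing the right segment after position 552 (24.97 points). By construction this leaves footprint cytosines as most of the untreated CHG calls. The outer 25 nt also turned the CHG difference between the endosperm promoter library and panel WT to 0.284 points. It left positions 54 and 96, both lower in the promoter library, and the footprint at 456, which had 484 calls there and 1351 in panel WT. Removing the right segment after position 552 took the CG differences of endosperm from leaf (-8.53), from mature panicle (-7.20) and from panel WT (-3.66) and the CHG difference from panel WT (-3.91) under 10 points, the last in a pool made up mostly of footprints. Fewer cytosines were tested there, and those lower in endosperm numbered 20 against leaf, 20 against mature panicle and 11 against panel WT, with 9 lower in leaf than in the untreated library and 7 higher in mature panicle than in leaf. Removing the primer footprints took the CHH difference of mature panicle from leaf to 10.9 points, past the threshold, since cytosines near 0 in both libraries left the pool.

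With the footprints left out as well, removing the right segment after position 552 put the CG difference of endosperm at -14.8 points from leaf. From mature panicle it was -12.0, and both were past the threshold. This pool held positions 99, 129 and 543, which differed from leaf by -5.95, -19.4 and -13.4 points. From mature panicle they differed by -6.53, -13.2 and -13.4 points. The calls were shared out differently, with 1218 at position 129 in endosperm against 906 in leaf and 780 in mature panicle. The drop under the threshold above thus turns on which cytosines are pooled, and the CG footprint alone cannot be named as its source. The CG difference from panel WT stayed at -3.66 points, and its CHG difference was -27.5. The CG difference of leaf from the untreated library weakened to -3.91 points, the CHG difference of mature panicle from leaf reversed to 0.668 and its CHH difference was 10.8, past the threshold. As fewer cytosines were tested, 20 were lower in endosperm against leaf, 20 against mature panicle and 11 against panel WT, 10 were lower in leaf than in the untreated library and 7 higher in mature panicle than in leaf, while 2 were higher in the panel.

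In the panel, the unweighted mean (0.0374) and scaling to 30 calls (0.311) reversed the CG difference, and scaling reversed the CHH difference (0.165). Both choices take most of the extra weight of LINE1 and CACTA away. Scaling to 30 calls also left 0 cytosines lower and 0 higher between mature panicle and leaf and 0 lower and 0 higher in the panel, as 30 calls are too few for these differences. A threshold of 20 points left 0 lower and 2 higher in mature panicle against leaf, and 1 lower in the panel. A threshold of 5 points gave 20 lower and 3 higher in the panel. The 1 panel cytosine that was higher rested on 10 calls, and 0 were higher without a coverage minimum, with a minimum of 100 and without the outer 25 nt.

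At clsy3 in the panel, the unweighted mean reversed CHG (1.19) and CHH (0.712), scaling reversed CHH (0.758), a minimum of 100 calls reversed CG (-5.44) and the outer 25 nt reversed CHG (24.3). At 5SrDNA the outer 25 nt reversed CHH (-10.3). Removing the primer footprints took CHG at clsy3 to -13.5 points, past the threshold, since cytosines near 0 in both libraries left the pool. The minimum of 100 calls left 1 CG cytosine, at position 99. Without the outer 25 nt, CHG at clsy3 rested on positions 54 and 96 and the footprint at 456, with 78 calls in osclsy3-kd and 1351 in WT, and CHH at 5SrDNA rested on 2 cytosines. Among targets and single cytosines, 164 other values kept their call, 8 weakened and 1 strengthened. With 10 calls per cytosine in osclsy3-kd, depth limits every 5SrDNA result.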

Other observations

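The tests in this part were chosen after the results were seen.

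At the same promoter sequence, the endosperm library of the promoter assay read far below the WT endosperm library of the panel. A different mixture of amplicons or the primer footprints would leave no difference within a segment. With footprints removed and equal weight per cytosine, the mean CHH difference in the right segment alone was -54.8 points. The fall of levels towards the right end, described next, does not account for the CHH gap, which was -46.9 points over the inner CHH cytosines that lie before it. The CG gap was -3.66 points without the outer part, in a pool of positions 99 and 543 whose coverage was shared out differently in the 2 libraries. The differences at these positions were larger, -4.96 and -7.05 points, so the pooled value understates what remained. At the CG cytosines further right they ran from -22.4 points at position 567 to -64.4 points at position 624. The fall at the right end may thus be a main source of the CG gap, but not of all of it. Unconverted molecules in the panel library were bounded from reverse-strand calls, with the untreated library of the promoter assay as the scale at the same sequence, which assumes that this library is unconverted DNA and that unconverted molecules gave reverse-strand calls at the same rate in both assays. With the highest share that these calls allow taken off, panel WT still read 78.9% over the inner cytosines, against 42.3% in the endosperm promoter library. Few template molecules behind the reads, or different plants, cannot be told apart from other sources. The median coverage of 467.5 calls over the inner cytosines in the endosperm promoter library counts reads and not molecules, and the labels name no plants. As this gap between 2 libraries of the same tissue and stage is of the same order as the differences of endosperm from leaf and mature panicle, those differences may hold a library effect of that size.

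In the promoter assay the level fell along the right segment. The outer cytosines read 2.93% in endosperm, 10.1% in leaf and 10.5% in mature panicle, against 42.3%, 74.3% and 83.3% at the inner ones. A loss of methylated molecules would leave the unmethylated calls level or falling. In the 3 tissue libraries together these rose from 101 at the first CG cytosine of the right segment to 415 at the last, while methylated calls fell from 1460 to 9. Errors of base calling at read ends would also lower the untreated library, which read 99.97% there.

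A further test used the ratio of outer to inner level. It was 0.834 in panel WT and 0.994 in panel osclsy3-kd, so low methylation of the right end in endosperm was not seen in the panel, while leaf and mature panicle have no second library. Leaf had a ratio of 0.135 in the promoter assay. Reads from another unmethylated template, or molecules joined during PCR, could give that ratio and stay open, since only the reads would show whether the unmethylated calls share a molecule.

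The difference between leaf and endosperm at the promoter was tested against unconverted molecules in leaf. With the highest unconverted share allowed by the reverse-strand calls taken off, on the same scale, leaf still read 62.5% over the inner cytosines of the right segment, above the uncorrected 42.3% of endosperm. Unconverted molecules in leaf are therefore unlikely to be the whole source of that difference. A difference between the tissues stays open and untested without replicates.

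The pooled CHH level at clsy3 differed by -18.1 points between osclsy3-kd and WT. With the WT calls of each cytosine as weights in both libraries, the difference was 0.978 points. The pooled difference is consistent with another mix of left and right segments between the libraries. Within the left segment a difference of -9.41 points remained, with an adjusted p of 2.38e-04 in Fisher's exact test on the reads of the 2 libraries.

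LINE1 was lower in osclsy3-kd in CHG and CHH. Cytosines or molecules left unconverted in WT, acting alike on all contexts, would need a share of 28.5% to give the CHG difference, and would then put the CHH difference at LINE1 at -14.1 points. It was -3.68 points without footprints, with single cytosines from -10.3 to -2.12 points, which argues against them as the whole source of the CHG difference. For the CHH difference alone a share of 7.44% would do, and this stays open. Incomplete conversion to that extent would put CACTA without footprints at -4.42 points in CHH and -2.54 points in CHG. CACTA CHH was at -2.36 points, with 19 of 21 cytosines lower, and CACTA CHG at 0.471 points, with 2 of 4 lower, so CACTA does not settle it. The share of reverse-strand calls at LINE1 was 0.00249% in WT and 0.00290% in osclsy3-kd, which does not settle it for unconverted molecules either, since the source of these calls is open and no untreated library gave their scale at LINE1. An effect of the knockdown on RdDM is a candidate explanation that stays untested, as does a difference between the PCRs of the 2 libraries.

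Position 9778 of LINE1 stood apart from the other 6 CG cytosines, with a difference of -22.6 points against -0.948 to 0.569. At CACTA the largest CG difference was 9.23 points at position 938 (98.0% against 88.7%), and the other 10 CG cytosines ranged from -0.512 to 5.60 points, with the highest of these at position 872. The CACTA positions were chosen after their values were seen. A sequence variant or a different mixture of element copies could give these differences and cannot be told apart from a change in methylation, because the counts do not link neighbouring cytosines on a molecule.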
